A study of Homo sapiens with 118 samples. Its data were reported in "A Modern Genotoxicity Testing Paradigm: Integration of the High-Throughput CometChip® and the TGx-DDI Transcriptomic Biomarker in Human HepaRG™ Cell Cultures" (2021).

How the data were processed

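Gene expression was measured in HepaRG cells, an established human liver cell line that was used in its differentiated state. The cells had been exposed for 72 hours, with daily renewal of the chemical, to 1 of 8 histone deacetylase inhibitors at 5 concentrations, named C1 (lowest) to C5 (highest). The inhibitors were apicidin, mocetinostat, panobinostat, scriptaid, tacedinaline, trichostatin A, valproic acid and vorinostat. Replicates 1, 2 and 3 of each group came, per the labels, from 3 batches of HepaRG cells. Lysates were profiled with TempO-Seq, in which pairs of detector probes are hybridised to target transcripts, ligated, amplified with a barcode and sequenced. The panel covered the whole human transcriptome. Libraries of 5 chemicals lay on plate H and those of 3 (scriptaid, tacedinaline and vorinostat) on plate E. Solvent-control and reference RNA libraries were not used here, so the lowest concentration of the same chemical served as the reference in each comparison. A response already complete at C1 would not be seen in this way.

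The paper named with these data describes another HepaRG TempO-Seq experiment, with other chemicals and another probe panel. None of its measured values concerns these samples, and none was used. Its methods gave some of the settings used here, namely the minimum of 100000 counts per library and the alternative of 500000, the 5 counts for features counted per library and the fold change of 1.5.

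The authors deposited raw read counts per probe, as whole numbers without normalisation, in a table with a row per detector probe and a column per library. The aligner, its version and the probe annotation are not stated in the labels, and no genome build is stated, so no coordinates are given. Rows are named by gene symbol and probe number. They are called features here, and their names are printed as deposited. Of 22069 rows, 22068 had a value in all libraries. The remaining row, a probe for SEC13, lacked a value in 88 of 118 libraries and was left out. It is the last row of the table, so it is open whether the table is complete. If rows are missing after it, the numbers of rows and the totals per library given here are those of the rows present. The rows name 19470 symbols, of which 2094 have several probes, and 18807 match a symbol of the RefSeq annotation of GRCh38.p14, which was used for names only. Every column of the table belonged to a sample. Concentrations were taken from the dose label of each sample in µM. For 7 chemicals they equal those of the treatment protocol. For valproic acid the dose labels run from 100.478 to 3038, and the protocol gives smaller numbers in the same unit, so the unit of its concentrations is open. The trend test does not depend on that unit.

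All 118 libraries passed the minimum of 100000 counts. Total counts per library lay between 1061359 and 5250260, with a median of 3702007. A feature with at most 3 counts in every library of a group was treated as lying at the floor. Fold changes against such a group are given as a bound, computed from 3 counts. Intervals of this kind cover counting error only, since reads without molecular identifiers are not independent molecules.

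Each chemical was fitted separately in R 4.3.3 with edgeR 4.0.16. Features were filtered with filterByExpr, libraries were scaled by the trimmed mean of M values (TMM), and quasi-likelihood F tests were made. There were 2 kinds of comparison. The first compared C2, C3, C4 and C5 with C1. The second tested a linear slope on log2 concentration, called the trend, and expressed it as the fitted log2 change from C1 to C5. P-values were adjusted by the method of Benjamini and Hochberg within each comparison. A feature was called when its adjusted p-value was under 0.05 and its fold change was at least 1.5. Standard errors are the absolute log2 change divided by the square root of F. The main model held no batch term. The replicate numbers pair the samples, since the labels give them as HepaRG batches, and a model with the batch as a block was therefore fitted as an alternative. In a check of this pairing, the deviations of 2 libraries from their group means had a median correlation of 0.023 in 232 pairs of the same batch. The value was -0.0109 in 464 pairs of different batches. A test of whether the slope differed between batches was made in each chemical, and the difference of the C5 against C1 change between every 2 chemicals was tested in a model of all 118 libraries.

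Shared features were those called in the same direction by trend, among 11288 features tested in all 8 chemicals. Their number was set against 10000 permutations of the feature labels within 20 strata of mean expression. A leave-one-chemical-out score was computed from log2 CPM (counts relative to the scaled library size) with a prior count of 2. It is the mean over features that rose in the other chemicals minus the mean over features that fell in them. Its C5 minus C1 difference was taken within each batch, averaged per chemical and tested over chemicals by an exact two-sided sign-flip permutation test. Responses of 2 chemicals were compared by the Pearson correlation of their C5 against C1 log2 changes across features. Features are not independent replicates, so no p-value was computed for these correlations.

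Lists of genes were written before the data were examined, 1 of hepatocyte genes, 1 of histone deacetylase genes and 1 of p53 target genes. Each was tested at C5 against C1 with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over 24 tests, and again with fry. A list of 12 marker genes of cholangiocyte-like cells was written later for a test of cell composition.

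The rule for named features was also fixed before the data were examined. It takes the 5 rising and the 5 falling features with the largest median absolute fitted trend change over the 8 chemicals, among those called in the most chemicals. It also takes, per chemical, the rising and the falling feature with the largest change at C5 among those called and with a mean of at least 50 counts in C1 or C5. It adds CDKN1A and H1F0. A median over 8 chemicals was read as needing a value in each, and this reading was adopted after the values were seen. If features untested in trichostatin A had been admitted, the 5 rising features would have been CLC, CGA, GPR50, LOC339862 and CALB1.

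The code was tested on simulated data with known answers. Counts were drawn from the means and library sizes of real libraries, and 200 of the more abundant features were changed. Of these, 82.5% were recovered at C5 among 12089 features tested, with 8 unchanged features called. The trend recovered 89% and called 10 unchanged features. The simulated changes were large, with a median fitted log2 change of 2.07 for the rising features at C5. In apicidin the features called at C5 had a median absolute log2 change of 1.27, so recovery of such changes may be lower. With 2 libraries per concentration, recovery was 71% at C5 and 82% by trend, over 12165 features. No feature was called in data without change, over 12069 features. DESeq2 1.42.0, which was used as an alternative, recovered 87% at C5 and called 26 unchanged features. Camera called the simulated falling list and 2 of 200 unchanged lists, and fry called it and 11 of 200, over 12706 features. A check for duplicated libraries gave a lowest chi-square per degree of freedom of 3.41 within groups and 3.40 between groups, so no library was a copy of another.

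The alternatives were DESeq2's size factors in edgeR, no filter on low counts, a mean of at least 10 counts, each replicate left out in turn, a minimum of 500000 counts per library, the DESeq2 Wald test, a single model of all 8 chemicals, no minimum fold change, a slope on the concentration level, the trend without the highest concentration, a prior count of 0.5, counts summed per gene, Spearman correlations, fry and the replicate block. Added after the data were seen were the model without the replicate 3 library of trichostatin A C1, the count over the other 7 chemicals, and a score from features called in at least 6 of the 7 other chemicals.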

Results

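The data were 118 TempO-Seq libraries of HepaRG cells in 40 groups, given by 8 histone deacetylase inhibitors at 5 concentrations each. Histone deacetylase inhibitors block the removal of acetyl groups from histones and other proteins. There were 3 libraries in 38 groups, 1 from each HepaRG batch. Panobinostat C3 and trichostatin A C4 had 2 libraries each, without batch 3. Total counts per library ranged from 1061359 to 5250260. Between 10223 and 13492 features per library had at least 5 counts. The stated purpose of the series was a set of transcripts that classifies such inhibitors in these cells. The comparisons below address how expression changed with concentration and which changes the chemicals shared.

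Sequencing depth was related to concentration in some chemicals. The correlation of the log2 total count with the concentration level (C1 to C5) was computed in each of the 8 chemicals, with permutation p-values. In mocetinostat Pearson's r was -0.740 (n = 15, permutation p = 0.00125, adjusted 0.01) and Spearman's rho was -0.764 (p = 0.00153, adjusted 0.0122). A check left out 2 libraries at C1 or C5, the levels farthest from the median level, chosen by the distance of their totals from the median. Without these 2 farthest samples r was -0.633, and within batches 1, 2 and 3 it was -0.822, -0.834 and -0.835. In scriptaid r was -0.681 (n = 15, permutation p = 0.00661, adjusted 0.0264) and rho was -0.698 (p = 0.00552, adjusted 0.0221). Without the 2 farthest samples r was -0.541, and within the batches it was -0.936, -0.889 and -0.865. In the other 6 chemicals the adjusted permutation p of r was at least 0.0796, the value of vorinostat (r = -0.567). Within batches 1, 2 and 3 of vorinostat r was -0.893, -0.695 and -0.584, so a fall of depth is not excluded there. In each of the remaining chemicals the sign of r differed between batches. The mean total of vorinostat fell from 3038905 at C1 to 1485592 at C5, the lowest of the C5 means.

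The number of called features rose from C2 to C4 in 7 of the 8 chemicals, and in 6 of them it rose further at C5. Calls were made with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. At C2 there were 48 calls for tacedinaline, 25 for mocetinostat, 13 for apicidin and 2 for vorinostat. Panobinostat, scriptaid, trichostatin A and valproic acid had 0 calls at C2, where 464, 164, 718 and 655 features had an unadjusted p under 0.05. By the difference in number of features, the count that moved most under an alternative was that of mocetinostat at C2, which was 3230 without replicate 3. Counts near the bottom of the range could move further as a ratio. Without the others in turn, apicidin at C2 had from 0 to 5 calls, tacedinaline from 9 to 27 and vorinostat from 0 to 2.

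In the 7 chemicals other than trichostatin A, the count at C3 ranged from 1 in panobinostat, with 2 libraries, to 1948 in apicidin, which had 778 without batch 3. At C4 the count of these 7 ranged from 336 in panobinostat, which had 25 without batch 1, to 4081 in tacedinaline. Valproic acid had 1540 calls at C4, or 442 without batch 1, and 1435 at C5. Trichostatin A had 0 calls at C3 and C4, where 991 and 862 features had an unadjusted p under 0.05. The members of these small counts were named after their values were seen. The single call of panobinostat C3 was SLC16A12_91031, which rose from a mean of 56.3 counts at C1 to 150.5 at C3 (SE of the log2 change 0.235, edgeR Benjamini-Hochberg adjusted p = 0.0288). Those of vorinostat C2 were SAFB_17720, which fell from a mean of 711 to 356 counts (SE of the log2 change 0.161, edgeR adjusted p = 0.00609), and S100A8_88727, which rose from 228 to 436 counts (SE 0.164, edgeR adjusted p = 0.0162).

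At C5 apicidin had 1754 rising and 1908 falling features among 12706 tested. Mocetinostat had 1934 and 2049 of 13065, panobinostat 887 and 1240 of 13104, and scriptaid 1633 and 2178 of 12790. Tacedinaline had 2334 and 2506 of 12461, valproic acid 628 and 807 of 12982, and vorinostat 2636 and 2893 of 11631. Trichostatin A had 0 rising and 2 falling features of 12993, with 1255 features at an unadjusted p under 0.05. These counts depended on single batches in several chemicals. The total of apicidin at C5 was 2281 without batch 3, against 3662 with all batches. That of mocetinostat was 1772 without batch 2, against 3983. Panobinostat had 932 without batch 1 against 2127, and scriptaid 1516 without batch 2 against 3811. Valproic acid had 457 without batch 1 against 1435. Trichostatin A had 284 without batch 3 and 0 without either of the others. The totals of tacedinaline and vorinostat stayed within 1.5 times of the full count in each such fit.

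**Figure D1:**
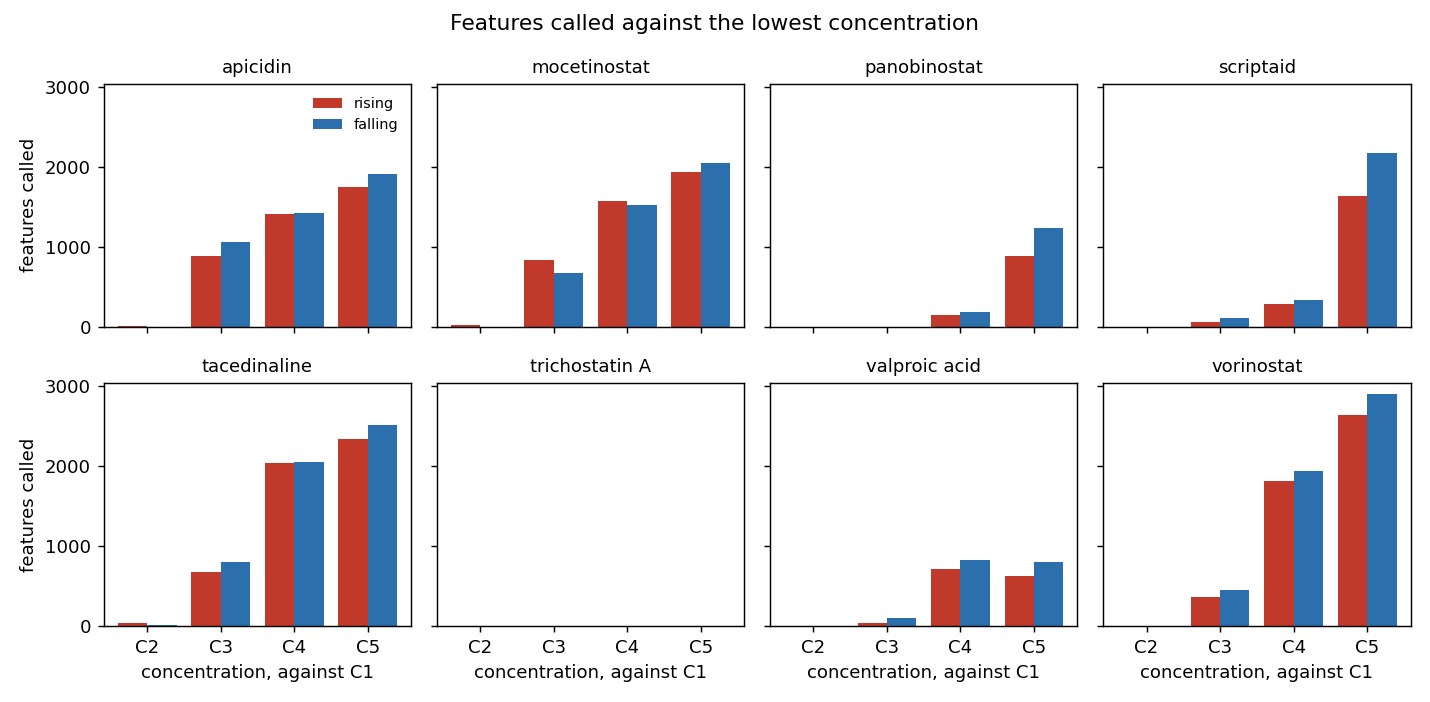
Number of features called rising (red) or falling (blue) at C2, C3, C4 and C5 against C1, for each of the 8 chemicals (edgeR, adjusted p under 0.05 and fold change of at least 1.5). Vorinostat reached 2636 rising and 2893 falling features at C5, and trichostatin A had 0 and 2.

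The trend on log2 concentration gave 4366 calls for apicidin, 4647 for mocetinostat, 2281 for panobinostat and 1663 for scriptaid. It gave 5398 for tacedinaline, 8 for trichostatin A, 1932 for valproic acid and 5518 for vorinostat. Rising features made up 46.3% to 52.5% of these calls in the 7 chemicals other than trichostatin A. Without a batch, the trend count fell to 2367 in mocetinostat (batch 3), 1222 in panobinostat (batch 1), 254 in scriptaid (batch 2) and 1120 in valproic acid (batch 2). Scriptaid C4 replicate 3 had the lowest TMM factor of all libraries (0.700) and the fewest features with at least 5 counts (10223). It stayed in the scriptaid fits, and no fit left out this library alone. Its effect on the C4 and trend counts of scriptaid is open. Trichostatin A had 20 trend calls without batch 3 and 0 without either other batch. A test of the slope between the 3 batches found 0 features with an adjusted p under 0.05 in each of the 8 chemicals. At an unadjusted p under 0.05 there were 59 such features in scriptaid, 97 in mocetinostat, 134 in vorinostat, 198 in tacedinaline, 207 in apicidin, 220 in panobinostat, 313 in valproic acid and 1280 in trichostatin A.

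Few changes were shared by all 8 chemicals and many by 7. Of 11288 features tested in every chemical, 1 was called in the same direction by trend in all 8. It was CCDC80, feature CCDC80_14320, which fell. At an unadjusted p under 0.05, 82 features had a single direction in all 8 chemicals, 45 rising and 37 falling. In the 7 chemicals other than trichostatin A, a count made after the data were seen, 485 features were called in the same direction, 157 rising and 328 falling. The mean in 10000 permutations of the feature labels was 0.0318 and the largest value was 2, so that the permutation p was 1e-04, the smallest these permutations can give. In at least 6 of 8 chemicals with none in the other direction, 1015 features were called, 374 rising and 641 falling, against a permuted mean of 1.31 and a largest value of 7. Leaving out batch 1 or batch 2 gave 0 features in all 8 chemicals, and leaving out batch 3 gave 3.

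CCDC80 fell by a fitted 0.60 on the log2 scale in valproic acid, where the edgeR Benjamini-Hochberg adjusted p of the trend was 0.0473, and in all 3 batches. It fell by 2.90 in mocetinostat (edgeR adjusted p = 6.28e-05, SE 0.445, 3 of 3 batches). In trichostatin A it fell by 1.11 (SE 0.208, edgeR adjusted p = 0.0456, 3 of 3 batches). Mean expression in trichostatin A was 48.1 CPM ± 1.04 (SD, n = 3) at C1 and 21.1 CPM ± 3.89 (SD, n = 3) at C5.

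The 5 rising features named by the rule were CCK_26607, CPA4_20086, FABP4_21799, C15orf48_21127 and HBG1_33534, each called by trend in 7 chemicals. CPA4 rose from 10.3 CPM ± 2.51 (SD, n = 3) at C1 to 676 CPM ± 75.2 (SD, n = 3) at C5 of tacedinaline. The log2 change was 6.06 (SE 0.231, edgeR Benjamini-Hochberg adjusted p = 1.93e-24, 3 of 3 batches). Fitted trend changes of CPA4 in the 7 chemicals lay between 3.32 and 7.00 on the log2 scale, those of FABP4 between 3.15 and 5.67, and those of C15orf48 between 3.77 and 5.45. Those of HBG1 lay between 2.61 and 5.29. The probe of HBG1 was not checked against the near-identical copy HBG2, so the gene is uncertain. CCK lay at the floor at C1 of panobinostat, tacedinaline and vorinostat, and was at least 13.9-fold, 66.0-fold and 30.6-fold higher at C5. In trichostatin A the trend changes of the 5 features were between -0.63 (FABP4) and 2.38 (C15orf48), with edgeR adjusted p-values between 0.311 and 0.994.

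The 4 falling features named beside CCDC80 were SLC22A7_90194, FABP1_11582, CYP7A1_89758 and HAO2_89824, each called by trend in 7 chemicals. FABP1 fell from 674 CPM ± 92.7 (SD, n = 3) to 3.91 CPM ± 1.29 (SD, n = 3) between C1 and C5 of mocetinostat. The log2 change was -7.42 (SE 0.350, edgeR Benjamini-Hochberg adjusted p = 1.07e-09, 3 of 3 batches). Over the 7 chemicals the C5 change of FABP1 lay between -3.44 (panobinostat) and -7.42, and that of HAO2 between -4.51 (panobinostat) and -7.30 (tacedinaline). SLC22A7 reached the floor at C5 of mocetinostat and was at least 59.2-fold lower there. CYP7A1 reached the floor at C5 of valproic acid and was at least 99.3-fold lower. In trichostatin A the edgeR adjusted p of the 4 trends lay between 0.660 and 0.996. The C1 value of FABP1 there was 322 CPM ± 274 (SD, n = 3), and 1 of the 3 libraries, replicate 3, accounted for that spread.

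**Figure D2:**
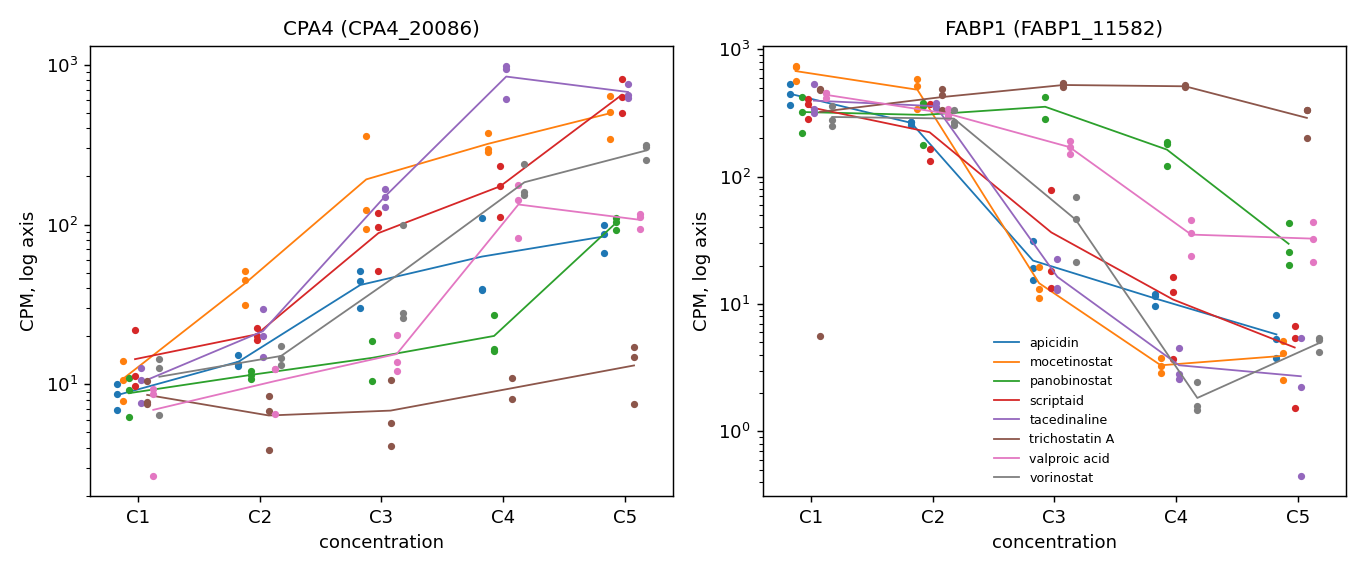
CPM (log axis) of CPA4_20086 and FABP1_11582 in each library (points) with group means (lines) at C1 to C5 of the 8 chemicals. In tacedinaline CPA4 rose from a mean of 10.3 to 676 CPM, and in mocetinostat FABP1 fell from a mean of 674 to 3.91 CPM.

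The features with the largest change in each chemical mostly reached the floor in the lower group. In apicidin CGA_1272 rose by 6.93 on the log2 scale (SE 0.726, edgeR adjusted p = 4.36e-07, 3 of 3 batches), and AFM_87544 was at least 134-fold lower. In mocetinostat LYZL4_17312 was at least 46.8-fold higher and SLC22A7_88372 at least 96.9-fold lower. In panobinostat MYOZ2_23810 was at least 37.3-fold higher, and CYP7A1_89758 fell by 5.85 on the log2 scale (SE 0.508, edgeR adjusted p = 5.45e-08, 3 of 3 batches). In scriptaid DACT3_90228 was at least 42.2-fold higher and GYS2_14007 at least 29.1-fold lower. In tacedinaline PRR20G_88865 was at least 253-fold higher and SLC22A7_90194 at least 30.0-fold lower. In valproic acid GPR50_89779 was at least 23.8-fold higher and CYP4A11_89302 at least 21.7-fold lower. In vorinostat MT1A_4325 was at least 43.8-fold higher and NR1I3_90298 at least 21.2-fold lower. PRR20G, MT1A and CYP4A11 belong to families of similar genes, and reads of their probes are uncertain in that respect.

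In trichostatin A the feature named by the rule was FBXO32_28461, which fell by 2.04 on the log2 scale at C5 (SE 0.301, edgeR Benjamini-Hochberg adjusted p = 0.0304, 3 of 3 batches). The adjusted p was 0.597 without replicate 1, 0.732 without replicate 2 and 0.0657 with the batch as a block. The other feature called at C5, named after its values were seen, was DCN_27098, with a log2 change of -1.65 (SE 0.260, edgeR adjusted p = 0.0353, 3 of 3 batches).

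CDKN1A had a mean of at most 10.7 counts in the C1 and C5 groups, failed the filter on low counts in every chemical and was not tested in the main fits. H1F0 rose at C5 by 1.54 on the log2 scale in mocetinostat (SE 0.382, edgeR adjusted p = 0.00596), by 1.91 in scriptaid (SE 0.499, adjusted p = 0.00716), by 0.98 in tacedinaline (SE 0.324, adjusted p = 0.0125) and by 1.38 in vorinostat (SE 0.423, adjusted p = 0.00673). The rise was seen in 3 of 3 batches in each of these. It was not called at C5 in the other 4 chemicals, where the edgeR adjusted p lay between 0.0682 and 0.747. By trend it was called in 2 of these, apicidin (0.93, SE 0.339, edgeR adjusted p = 0.0332) and valproic acid (1.23, SE 0.298, edgeR adjusted p = 0.00498), and in mocetinostat, tacedinaline and vorinostat. It was not called by trend in scriptaid (edgeR adjusted p = 0.104), panobinostat (0.136) or trichostatin A (0.81). The C5 change was 0.88 in apicidin (SE 0.356), 0.93 in panobinostat (SE 0.398) and 0.60 in valproic acid (SE 0.297). In trichostatin A it was -0.55 (SE 0.450). A difference in calls alone does not show that the chemicals differed in this gene, and no test of such a difference is given here.

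The C5 responses of 7 chemicals resembled each other across features. The median Pearson correlation over the 21 pairs without trichostatin A was 0.746, with a range from 0.607 (mocetinostat and panobinostat) to 0.869 (mocetinostat and tacedinaline). Over all 28 pairs the median was 0.678. It was 0.402 without the filter on low counts, the alternative that moved it most. The 7 pairs with trichostatin A had correlations between -0.0184 and 0.104, and the batches differed in sign. These pairs lay between 0.0293 and 0.221 in batch 1, between 0.167 and 0.262 in batch 2, and between -0.317 and -0.259 in batch 3, which holds the C1 library that departed from its group mates. Between HepaRG batches of a single chemical, the median correlation of the response lay between 0.541 (valproic acid) and 0.777 (mocetinostat) in the 7 chemicals and was -0.145 in trichostatin A. There it was 0.165 between batches 1 and 2, -0.145 between 1 and 3, and -0.157 between 2 and 3. Within batches the pair of mocetinostat and tacedinaline had correlations of 0.725, 0.762 and 0.763. These correlations are across features, which are not independent replicates.

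**Figure D3:**
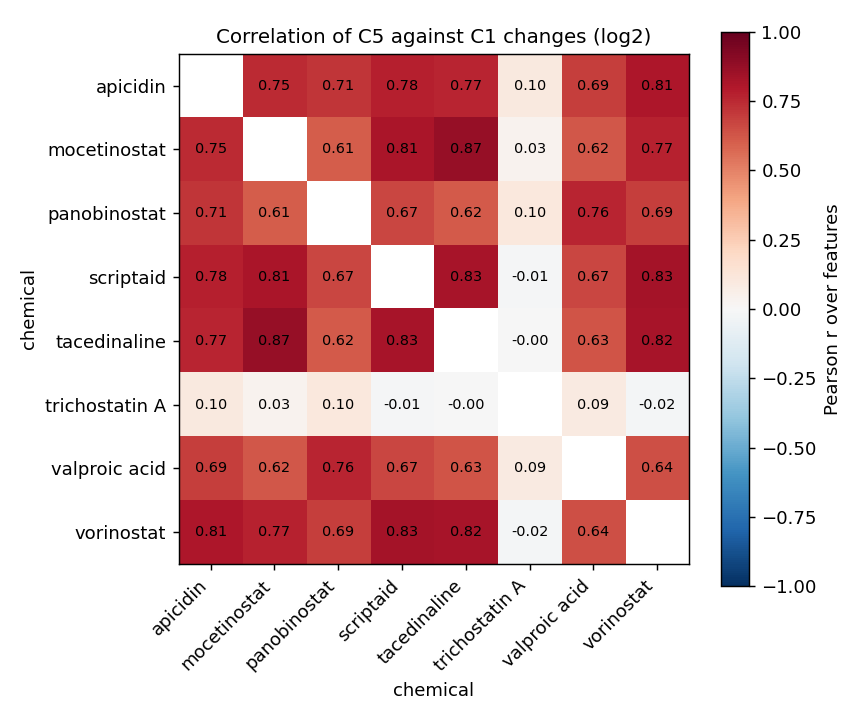
Pearson correlation over 11288 features of the log2 change at C5 against C1, for each pair of the 8 chemicals. The 21 pairs without trichostatin A lie between 0.607 and 0.869, and the 7 pairs with it between -0.0184 and 0.104.

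The leave-one-chemical-out score asked whether features chosen without a chemical separate its C5 from its C1 libraries. With features called in all 7 other chemicals, as planned, a score could be made for trichostatin A only, since its 8 trend calls left no shared rising feature for the rest. It used 176 rising and 328 falling features. The C5 minus C1 difference was 1.02, 1.20 and -2.00 log2 CPM in batches 1, 2 and 3, with a mean of 0.07 ± 1.80 (SD, n = 3), so that it did not exceed the spread between batches. Without batch 3 the mean was 1.11. A score from features called in at least 6 of the 7 others was added after the data were seen. Its mean difference ranged from 2.89 log2 CPM ± 0.19 (SD, n = 3) in valproic acid to 6.21 ± 0.15 (SD, n = 3) in vorinostat among the 7 chemicals, and was 0.03 ± 1.37 (SD, n = 3) in trichostatin A. In trichostatin A it was 0.81 without batch 3. The mean over the 8 chemicals was 4.18 ± 2.04 (SD), 8 of 8 values were positive, and the exact two-sided sign-flip permutation test gave p = 0.00781, the smallest value that 8 chemicals allow.

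**Figure D4:**
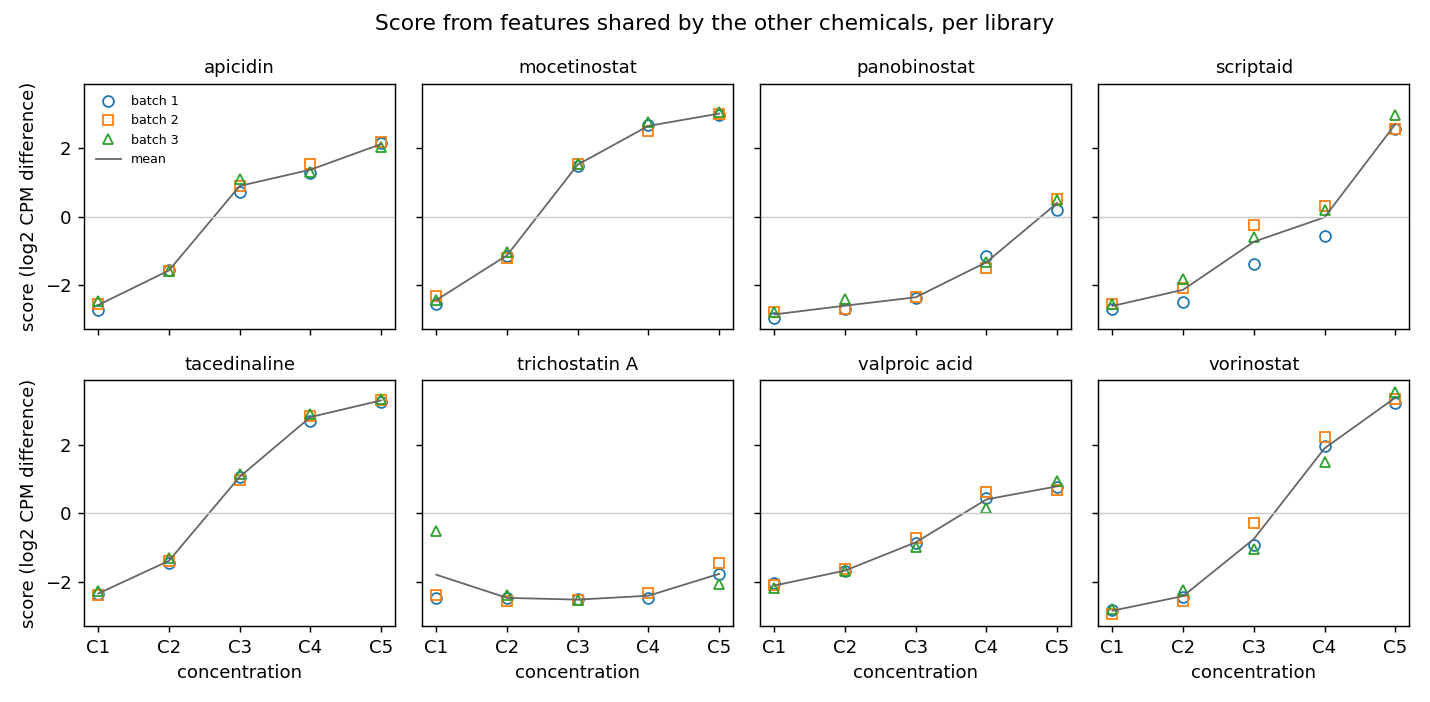
Leave-one-chemical-out score (log2 CPM) of each library at C1 to C5, with batches as symbols and group means as lines, from features called in at least 6 of the 7 other chemicals. The C5 minus C1 difference lies between 2.89 and 6.21 in 7 chemicals and is 0.03 in trichostatin A, where replicate 3 at C1 stands above the other C1 libraries.

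The list of hepatocyte genes fell at C5 in 7 of 8 chemicals with camera and in the same number with fry. Median log2 changes of its features in these 7 lay between -1.32 (panobinostat, camera adjusted p = 1.48e-11) and -4.69 (vorinostat, camera adjusted p = 1.2e-20). Camera p-values, here and for the other lists, rest on an inter-gene correlation that was set at 0.01 and not estimated. If the genes of a list vary together more than that, these p-values are too small. Simulated features were drawn independently, so the self-test does not address this. With features at the floor set to their bound, the medians of the 7 lay between -1.18 (panobinostat) and -4.39 (tacedinaline). That of vorinostat was then -3.35, so it was no longer the largest fall. The list falls in 95% to 100% of its tested features in these chemicals, where edgeR called 111 falling and 0 rising results over all genes and 113 falling when adjusted over the list alone. In trichostatin A the median was -0.22 (camera adjusted p = 0.973). It was 0.13 without replicate 1, 0.16 without replicate 2 and -0.81 without replicate 3, with camera adjusted p-values of 0.103, 0.0211 and 3.61e-11.

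The list of histone deacetylase genes changed in 0 of 8 chemicals with camera, at adjusted p-values between 0.448 and 0.97 and medians between -0.50 and 0.27. None of the 8 had an unadjusted p under 0.05, the lowest being 0.299. With fry it fell in 1 chemical, panobinostat (adjusted p = 0.00514, median -0.29). Over the chemicals edgeR called 14 rising and 18 falling features of this list, and 14 and 22 when adjusted over the list alone. The list of p53 target genes fell in 8 of 8 chemicals with camera and with fry, with medians between -0.22 (trichostatin A, camera adjusted p = 0.0056) and -1.57 (mocetinostat, camera adjusted p = 0.000334). With features at the floor at their bound, the median was -0.88 in apicidin, against -0.68 as fitted. Over the chemicals edgeR called 13 rising and 88 falling features, and 13 and 95 when adjusted over the list alone. In trichostatin A the fall of this list was -0.16 with a camera adjusted p of 0.28 without replicate 1.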

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

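The tests of the plate and of the batch held out were chosen after the result was seen, and the test of other probes before it. A difference between chemicals in the direction of the C5 against C1 change drew attention. There were 179 features called rising in 1 chemical and falling in another whose change also differed between the same 2 chemicals in a model of all libraries (edgeR, Benjamini-Hochberg adjusted p under 0.05 within each pair). They made 427 combinations of a feature with a pair of chemicals, in 19 of 28 pairs. Most lay in the pair of panobinostat and tacedinaline, with 45, followed by mocetinostat and vorinostat with 43. Apicidin and panobinostat shared 2. No pair with trichostatin A had any, and at C5 that chemical had 2 calls in all.

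The 5 features with opposite calls in the most pairs, among those with a mean of at least 50 counts, were TNC_14940 and ADGRG2_21222 with 12 pairs each, SLC7A7_91364 with 9, TNFAIP8L3_24080 with 8 and TCIM_20466 with 6. TCIM was 1 of 9 such features with 6 pairs and was taken for the largest of their changes, each feature measured by the smaller change of its most opposed pair. TNC rose at C5 in apicidin (log2 change 1.00), panobinostat (0.68) and valproic acid (1.39), and it fell in mocetinostat (-0.88), scriptaid (-2.40), tacedinaline (-1.38) and vorinostat (-1.89). ADGRG2 rose and fell in the same chemicals as TNC, from 1.33 in valproic acid to -2.71 in scriptaid. SLC7A7 rose in apicidin, panobinostat (1.42) and valproic acid and fell in mocetinostat (-1.80), tacedinaline and vorinostat. TNFAIP8L3 rose in panobinostat (0.60) and valproic acid (0.66) and fell in 4 chemicals, most in mocetinostat (-1.35). TCIM rose in apicidin (1.15) and panobinostat (1.60) and fell in mocetinostat (-2.19), tacedinaline (-3.05) and vorinostat (-2.48).

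The tables argue against 3 technical explanations as the whole cause of these opposite changes. Noise of single probes would leave other probes of the same genes without the pattern. For 31 features with another tested probe, a mean of 81.7% of the other probes showed the same pair of signs, where unrelated signs would give 25%. If a single replicate decided the signs, features chosen on 2 batches would show unrelated signs in the batch held out. Of 732 combinations with opposite calls in a fit without a batch, over 244 features, 602 had the same pair of signs in that batch alone. Averaged over features this was 73.5%, and by batch held out it was 90.2%, 95% and 68.1% for batches 1, 2 and 3. These combinations were chosen by their calls, without the test of the difference between chemicals. Each chemical was compared with its own C1 libraries on its own plate. If the plate were the cause, pairs on the same plate would not differ, but 104 of the features had opposite calls in such a pair. Without the pairs of trichostatin A there were 17.2 combinations per pair on the same plate, over 9 pairs, and 22.7 per pair on different plates, over 12 pairs. Open are a difference between the inhibitors in their targets and a difference in how strongly the C5 concentrations acted, since the 8 concentration series were not matched in effect. Neither was tested, and as a hypothesis found in these data the pattern needs other data.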

How the results depend on the processing

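Alternatives named as such in the description of the processing were fixed before the data were examined, apart from those stated there as added. Of 570 comparisons of a main result with an alternative, 436 stayed within the bounds set for them (a count within 1.5 times, a value within the spread between replicates) and 134 moved. Of 264 comparisons for single features and for lists within a chemical, 257 kept their direction and side of the threshold, 4 became weaker, 1 became stronger and 2 reversed. DESeq2's size factors, the minimum of 500000 counts per library, which removed no library, the absence of a minimum fold change and a prior count of 0.5 moved none of the results they were applied to. The minimum of 500000 counts repeated the main fits. Its 81 comparisons, 50 of them of main results, are in these totals and could not move. With DESeq2's size factors the median change of all features moved by less than 0.1 on the log2 scale. The share of rising calls moved most for vorinostat at C3, by -6.27 percentage points. Except where a sentence says otherwise, the cause was not tested.

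The replicate block, which uses the pairing of samples by HepaRG batch, gave 262 calls for scriptaid C3 against 171, 1 for trichostatin A C5 against 2, and 4 for the trichostatin A trend against 8. FBXO32 in trichostatin A had an adjusted p of 0.0657 under the block, and 0.0304 without it. Its other alternatives gave from 5.5e-12 to 0.732. The block changed no other call of a named feature or list, and no other count by more than 1.5 times.

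Without the filter on low counts more features were tested. Apicidin C2 then had 44 calls, mocetinostat C2 193, panobinostat C3 4, panobinostat C4 565, scriptaid C2 4, scriptaid C3 409, scriptaid C4 1133 and tacedinaline C2 78. Trichostatin A had 65 at C2, 185 at C3, 68 at C4 and 186 at C5. Valproic acid had 26 at C2 and 249 at C3, and vorinostat 5 at C2. Shared features numbered 0. The median response correlation was 0.402 over all pairs and 0.433 over pairs without trichostatin A. With a mean of at least 10 counts, apicidin C2 had 7 calls and the median correlation without trichostatin A was 0.755.

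The DESeq2 Wald test gave 41 calls for apicidin C2, 399 for mocetinostat C2, 2 for panobinostat C3, 532 for panobinostat C4, 417 for scriptaid C3, 1223 for scriptaid C4, 43 for trichostatin A C5, 56 for the trichostatin A trend, 5 for valproic acid C2, 242 for valproic acid C3 and 7 shared features. In simulated data this test called 26 unchanged features at C5, against 8 with edgeR.

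A single model of all 8 chemicals, which shares its estimate of the spread, gave 6 calls for apicidin C2, 1469 for mocetinostat C2, 2386 for mocetinostat C3, 178 for panobinostat C4, 648 for scriptaid C3, 1880 for scriptaid C4 and 3694 for the scriptaid trend. It gave 0 for tacedinaline C2, 43 for valproic acid C3, 0 for vorinostat C2 and 427 for vorinostat C3. For trichostatin A it gave 15 at C2, 12 at C3, 1 at C4, 30 at C5 and 39 by trend.

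The trend without the highest concentration, which has fewer libraries and a shorter range, gave 2792 calls for mocetinostat, 313 for panobinostat, 685 for scriptaid, 0 for trichostatin A and 0 shared features. A slope on the concentration level gave 2747 for scriptaid. Counts summed per gene gave 2 shared features. By Spearman the median response correlation was 0.605 over all pairs and 0.687 without trichostatin A. With fry, 1 chemical in place of 0 had a change in the histone deacetylase list.

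Among the settings added after the data were seen, leaving out the replicate 3 library of trichostatin A C1 gave 104 calls for trichostatin A C5, 80 for its trend and 28 shared features, 4 rising and 24 falling. The median response correlation was then 0.678 over all pairs and 0.746 without trichostatin A. With the replicate block as well, C5 had 138 calls and the trend 73. Shared features numbered 1015 in at least 6 of 8 chemicals, which had been planned, and 485 in the 7 chemicals other than trichostatin A.

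Leaving out each replicate in turn, which leaves 2 libraries per group, lowered most counts. Over the 3 such fits apicidin had from 0 to 5 calls at C2, 778 to 1748 at C3, 1592 to 2472 at C4 and 2281 to 3230 at C5. Mocetinostat had from 0 to 3230 at C2, 272 to 1005 at C3, 1128 to 2096 at C4, 1772 to 3024 at C5 and 2367 to 4134 by trend. Panobinostat had from 25 to 457 at C4, 932 to 2009 at C5 and 1222 to 1827 by trend. Scriptaid had from 0 to 459 at C3, 26 to 1092 at C4, 1516 to 4638 at C5 and 254 to 1551 by trend. Tacedinaline had from 9 to 27 at C2 and 923 to 1188 at C3. Trichostatin A had from 0 to 284 at C5 and 0 to 20 by trend. Valproic acid had from 10 to 129 at C3, 442 to 1382 at C4, 457 to 1166 at C5 and 1120 to 1712 by trend. Vorinostat had from 0 to 2 at C2, 175 to 1104 at C3 and 2477 to 3681 at C4. Shared features numbered from 0 to 3. The median response correlation was from 0.598 to 0.631 over all pairs and from 0.668 to 0.712 without trichostatin A. Panobinostat C3 had 0 calls without replicate 3. The groups of 2 libraries, panobinostat C3 and trichostatin A C4, gave no comparison without replicate 1 or 2, since 1 library would have been left.

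In trichostatin A the hepatocyte list had a median of -0.22 with all libraries. It reversed to 0.13 without replicate 1 and to 0.16 without replicate 2, and it was -0.81 without replicate 3. FBXO32 and the p53 target list in trichostatin A were also no longer past the threshold without replicate 1, and FBXO32 without replicate 2.

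Depth limits low features most. CDKN1A failed the filter on low counts of the main fits, and whether depth or its probe was the reason was not tested. Changes of features at the floor are known only as bounds. Self-tests with large changes in more abundant features recovered 71% at C5 with 2 libraries per concentration and 82.5% with 3. Part of the loss of calls without a replicate may thus follow from the smaller number of libraries.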

Other observations

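In this part, the tests of other splits of the samples, of a response complete at C1 and of sequencing depth were chosen before their results were seen, and all other tests after. Other splits were counted for each comparison of 3 libraries with 3. In 23 of 30 such comparisons 1 of the 10 splits, the real one, gave as many calls. With 10 splits the share cannot go below 0.1, so they decide little. In the 5 comparisons with 0 calls, all 10 splits gave as many. The last 2 were mocetinostat C2 and trichostatin A C5, in each of which 2 of the 10 splits gave as many. The other split exchanged the replicate 3 libraries of the 2 groups and gave 1613 calls against 25, and 292 against 2. Since the replicate numbers pair the samples, the real split was also compared with the 4 of 10 splits that part all 3 pairs. The remaining splits part 1 pair. Among the 4, 2 gave as many in mocetinostat C2 and trichostatin A C5. For the trends, 50 orders of the concentrations were drawn in each chemical, the real one included, and in all 8 chemicals 1 of 50, the real order, gave as many calls, which argues against chance assignment. The largest count of a shuffled order was 3272 in mocetinostat, against 4647.

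The low number of calls in trichostatin A was weighed in 2 ways. Its C1 replicate 3 library departed from the other C1 libraries. Without it the trend gave 80 calls, C5 gave 104, and with the batch as a block the numbers were 73 and 138. The lowest trend count of the other chemicals without a replicate was 254, in scriptaid, so that this library may account for a part of the difference and not for the whole. A response already complete at C1 would place the C1 libraries near C5 of the other chemicals. The median score of the 3 C1 libraries, on features called in the 7 other chemicals, was -2.98, against -3.03 to -2.38 in the 12 other C1 libraries of the plate and 0.54 to 3.11 in their C5 libraries. This argues against it for 2 of the 3 libraries. The 8 libraries at C2 to C4 lay between -3.20 and -2.90, and the 3 at C5 at -2.09, -1.77 and -2.51. A weak response confined to C5 in these libraries, or a loss of the compound in culture, stays open and was not tested.

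The library labelled trichostatin A C1 replicate 3 had a score of -0.50, above the -3.11 and -2.98 of its group mates. Of 504 features of the score, 83.7% departed from the group mates in the direction shared by the 7 other chemicals, 67.6% of the rising and 92.4% of the falling features. Across features, which are not independent, its departure had correlations between 0.346 and 0.422 with the C5 responses of the 7 chemicals. Noise of single probes would not move 2 probes of a gene together. Over 748 genes the correlation between 2 probes of the same gene was 0.545 in this library, with a median of 0.0773 and a highest value of 0.383 in the others. A label swap with another library given would leave it close to that library's group. Its highest correlation with any of them was 0.893, with replicate 2 of trichostatin A C5, where the other 72 libraries of the plate had a median of 0.965 with their closest group mate and 3 were lower. Lysate carried over from an adjacent well would need the same share in the transcripts that fell and in those that rose under that well's treatment. Of 6 adjacent wells with a library given, 2 were at C1 and 4 above it. For apicidin C5 replicate 2, 637 abundant falling features needed a median share of 62.9% (95% interval from 2000 resamplings of genes 53.9% to 69.7%), and 704 rising features needed 10.1% (8.10% to 14.2%). For panobinostat C5 replicate 3 the shares were 92.7% (86.2% to 98.1%) and 22.3% (14.8% to 34.4%). For valproic acid C4 replicate 2 they were 95.4% (83.0% to 101%) and 4.63% (-3.49% to 12.6%), and for valproic acid C5 replicate 2 they were 103% (98.5% to 110.0%) and 17.1% (11.3% to 26.3%). This argues against carry-over from each of these 4 wells alone. Mixtures of several wells and wells not used here were not tested. An exposure of that well to an active inhibitor would raise the rising features about as far as in other libraries with such a fall. For features chosen without the chemical of the library, called in at least 6 of the 7 other chemicals, the median departure was 0.349 log2 CPM in 403 rising features (95% interval from resampled genes 0.252 to 0.425) and -1.31 in 644 falling features (-1.42 to -1.15). Among the libraries above C1 of the 7 other chemicals, 49 had a falling median of -1.15 or lower, and their rising medians lay between 0.664 and 2.12. The sets of those chemicals were smaller, with 179 to 257 rising and 331 to 489 falling features, since trichostatin A had few calls. A stricter set for the trichostatin A library is the 176 rising and 328 falling features called in all 7 others. On it the library's medians were 0.413 and -1.83, so its rising median stayed below that range. This argues against an exposure that acts as these 7 inhibitors did, although most features had the direction it needs. An exposure that acts otherwise and a well of less differentiated cells stay open as untested.

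Mocetinostat at C2 had 25 calls with all libraries and 3230 without replicate 3. Over 1103 genes, the C2 against C1 changes of 2 probes of the same gene had a correlation of 0.127 in the fit without replicate 3, against 0.720 for the C5 changes in the same fit. The C2 changes of that fit were thus little shared by 2 probes of a gene. Noise that is independent between libraries would not give 3230 calls. In simulated data with 2 libraries per concentration, 9 unchanged features were called at C5. Replicates 1 and 2 of mocetinostat C2 had a correlation of 0.953 with each other, and replicate 3 had at most 0.851 with either. Which of these libraries departed was not tested. No biological explanation was tested for this count. A large departure with little agreement between probes was also seen outside mocetinostat C2. The spread (SD) of the departure from the group mates was 1.58 log2 CPM in scriptaid C4 replicate 3, with a correlation between probes of 0.0387. In mocetinostat C2 replicate 3, the library left out of the fit above, the spread was 1.24, with a correlation of 0.124. The median over the libraries was 0.485.

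In some chemicals, wells of higher concentration tended to lie in certain columns of the plate. The 7 chemicals other than scriptaid had 24150 trend calls. With the well column in the model, 83.1% of these kept their direction and stayed past the threshold. The share was 96.7% in mocetinostat and 98.4% in panobinostat, where concentration and column were hardly correlated, which tests little. It was 84.4% in tacedinaline, 82.0% in apicidin, 73.7% in valproic acid and 68.2% in vorinostat. There the correlations of log2 concentration with the column were -0.480, -0.487, -0.511 and -0.785. This argues against the column as the whole cause in these chemicals. In trichostatin A 4 of 8 were kept. In scriptaid the correlation of log2 concentration with the column was 0.860, and 4 of 1663 calls were kept. The column ran the other way in tacedinaline on the same plate, with a correlation of -0.480, and there 97.7% of the 1625 scriptaid calls that were tested had the same sign, which a column effect would have turned. Lower depth at high concentrations was tested by thinning the libraries of each chemical to the lowest total among them. Of 25813 trend calls, 90.2% were kept in the same direction, which argues against depth as their cause.

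The fall of the hepatocyte list in 7 chemicals could follow from fewer hepatocyte-like cells. HepaRG cultures also hold cholangiocyte-like cells, whose markers would then rise alike. Of 12 marker genes, 6 were tested, in 41 tests over the 7 chemicals, with 13 rising calls and 1 falling call. In tacedinaline the changes lay between -0.25 and 3.00 on the log2 scale, with a median SE of 0.344. The lowest was that of a KRT19 probe (SE 0.271), and the other KRT19 probe rose by 0.96 (SE 0.344). The highest was that of GGT1 (SE 0.738), at 1.28 CPM at C1. Part of this range thus lies between 2 probes of a single gene, and its top rests on a low feature. The markers moved apart by more than their standard errors in 7 of 7 chemicals (heterogeneity across markers, adjusted p from 1.38e-10 in panobinostat to 0.0164 in scriptaid). The most abundant were KRT19 and SOX9, at 34.7 and 25.6 CPM at C1 of scriptaid. This argues against a lower share of hepatocyte-like cells as the whole cause of the fall, and a change within the cholangiocyte-like cells themselves stays open. A loss of hepatocyte expression in the cells is then a hypothesis, found and tested in the same data.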
